A study of Mus musculus with 5 samples. Its data were reported in "SLC38A2 and glutamine signalling in cDC1s dictate anti-tumour immunity" (2023).

How the data were processed

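Gene expression was measured in conventional type 1 dendritic cells (cDC1s), the dendritic cell subset that cross-presents antigen to CD8 T cells, sorted from mouse spleen. There were 5 arrays, 2 from wild-type (WT) mice and 3 from mice labelled FlcnΔDC, in which a Cre recombinase driven by the CD11c promoter deletes Flcn in dendritic cells. Groups and replicate numbers were taken from the sample titles. In the study's methods, the sort kept cells positive for CD11c, CD8α and CD24 and negative for TCRβ, CD49b and B220. RNA was purified with a column kit and profiled on Clariom S mouse arrays. Arrays of this type cover each gene with probes along its transcript.

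The deposited values are log2 signals made by the authors with RMA, which corrects background, normalises the arrays to a common distribution and summarises the probes of a probe set. Per the labels, the processing notes name Affymetrix Expression Console version 1.1, whereas the study's methods name a later version of that program. RMA narrows large differences near background, so a log2 difference of a dim gene can be understated, and no detection calls were used here. The deposited table held 28846 probe sets, of which 22142 were gene probe sets, 6640 were control probe sets and 64 were unmapped. In the platform annotation used here, 19572 probe sets had 1 gene symbol, 0 had several and 9274 had none. All 19572 gene IDs matched the RefSeq gene table of assembly GRCm38.p6, and 0 symbols were updated. Those probe sets stood for 19505 distinct genes. Where a gene had several probe sets, which was the case for 55 genes, the one with the highest mean over all arrays stood for it. The genome build of the array design is not given in the sources used here, so no coordinates are printed. Ctsd and Il12b had no named probe set and were not analysed here.

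The arrays had similar overall signal. Median log2 signals of the gene probe sets were 7.96 and 7.98 in the WT arrays and 7.95, 7.98 and 7.99 in the arrays labelled FlcnΔDC. The precision of each value is limited by the number of arrays. Background probe sets averaged between 3.52 and 8.59 on the log2 scale depending on probe composition, so a signal in that range can be background.

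Differences were fitted with limma (version 3.58.1) in R (version 4.3.3) using lmFit and eBayes, as FlcnΔDC minus WT, two-sided, with no covariate and no filter. P-values were adjusted with the Benjamini-Hochberg procedure over the 19505 genes, and genes with an adjusted p under 0.05 were called. Adjusted p-values below are from this fit unless another test is named. There were 3 residual degrees of freedom, and the shared prior added 5.79. Gene lists were written from general knowledge before the data were examined, because the collections that the study's methods name were not used here. They were tested with preranked enrichment (fgsea version 1.28.0, multilevel, seed 11) on the log2 differences, with Benjamini-Hochberg adjustment over the 33 lists. Beside it, camera was run with a preset correlation of 0.01 and with a correlation estimated from the data, and fry, which asks whether the genes of a list move on balance one way and does not compare them with other genes. Members called by limma were counted over all genes and adjusted over the list alone. Older and newer symbols were matched only where RefSeq does not use the listed name for another gene.

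The genes named in the text follow a rule fixed before the data were examined. It takes Flcn, Fnip1, Fnip2, Tfeb, Tfe3, Mitf, Ctsd, Slc38a2 and Il12b whatever they show. It adds the 12 called genes with the largest rise and the 12 with the largest fall whose FlcnΔDC arrays all lie on the same side of both WT arrays, leaving out Flcn, predicted genes named Gm plus digits, Rik clones and microRNAs. For each list it adds up to 4 called members with the largest change, or the 2 members with the smallest p, as values only, where none was called. Genes named outside this rule are said to be so.

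The procedure was tested on 20 simulated tables of 19505 genes for the FlcnΔDC against WT comparison, each with 200 changed genes. Of genes changed by 1 on the log2 scale 90.2% were called in the right direction, and of genes changed by 0.5 it was 13.7%. The mean share of false calls was 6.93%, above the nominal level. A list shifted by 0.3 was called in 20 of 20 tables, and 0 of the 32 other lists were called on average. The simulated genes varied independently, unlike real genes, so the list result does not cover correlation between genes.

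Alternatives fixed before the data were examined were leaving out the 30% of genes with the lowest mean, median centring, cyclic loess or quantile normalisation on top of RMA, an intensity trend or robust estimation in eBayes, array weights, the replicate number as a block, the mean of a gene's probe sets, other thresholds, other set tests and leaving out each array in turn. Alternatives added after the data were seen were fitting all gene probe sets, fitting all probe sets with controls included, adding only the control probe sets to the tested genes, leaving out predicted genes and clones, and testing the TFEB and TFE3 list without its member shared with the lysosome lists. The plots were drawn with matplotlib version 3.10.9.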

Results

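The data were transcriptome-wide log2 signals of splenic cDC1s from 2 WT mice and 3 mice labelled FlcnΔDC. FLCN is a GTPase-activating protein that acts at the lysosome in amino acid sensing and restrains the transcription factors TFEB and TFE3. The comparison asked how the cDC1 transcriptome differs when FLCN is absent, with attention to lysosome genes. Each array correlated best, across genes, with an array of its own group, with r between 0.994 and 0.996, while the highest correlation with an array of the other group was 0.991. Genes are not independent replicates in these correlations. The first principal component separated the groups and held 47.7% of the variance.

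The signal of the targeted gene was not lower in the arrays labelled FlcnΔDC. Flcn read 10.37 ± 0.05 (SD, n = 2) in WT and 10.81 ± 0.07 (SD, n = 3) in the FlcnΔDC-labelled arrays, a log2 difference of 0.44 (SE 0.10, limma adjusted p = 0.0758), higher in 3 of 3 arrays. It did not pass the threshold. Flcn had 1 probe set, and the positions of its probes relative to the deleted part of the gene were not given, so this signal does not check the labels. Arrays are therefore referred to by their labels, and every direction below rests on them.

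Of 19505 genes, 405 were called, 298 higher and 107 lower in the arrays labelled FlcnΔDC. The largest rise was that of Klk1b11, a kallikrein-family serine protease, from 7.38 ± 0.15 (SD, n = 2) to 11.92 ± 0.07 (SD, n = 3), a log2 difference of 4.53 (SE 0.11, adjusted p = 4.09e-07). Its family has near-identical members that can share probes, so the signal is uncertain as to member. The phospholipase Plb1 rose by 3.26 (SE 0.13) and the prostaglandin D synthase Hpgds by 3.08 (SE 0.15). The receptor tyrosine kinase Axl rose by 2.91 (SE 0.12), the glycoprotein Gpnmb by 2.80 (SE 0.21), Iqch by 3.05 (SE 0.10), and Aoah, which inactivates lipopolysaccharide, by 2.50 (SE 0.14). The other genes among the 12 largest rises were Ltf, Chil3, Lcn2, Mmp8 and Camp, with log2 differences between 2.53 and 2.93, which encode proteins best known from neutrophil granules or myeloid secretions.

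The largest fall was that of Serpinb2, an inhibitor of plasminogen activators, with a log2 difference of -2.19 (SE 0.14, adjusted p = 8.00e-05). Cd207, which encodes langerin, fell by 1.75 (SE 0.10), Apol7c by 1.67 (SE 0.15), and Fscn1, an actin-bundling protein of mature dendritic cells, by 1.59 (SE 0.14). Ppef1, Mab21l3, Pcdh1, Mefv, Ltbp2, Sema6d, Lpar3 and Cd7 completed the 12 largest falls, with log2 differences between -1.95 and -1.40. Cd7 lost its call without WT replicate 2, and Ltbp2 without WT replicate 1. All 405 called genes had groups that did not overlap, as did 5319 genes, or 27.3% of those tested, where chance gives 20%. Leaving out either WT array leaves 1 WT array, which lowers the power of the test whichever array it is. Calls lost in those fits, here and below, therefore do not show that a gene or a WT array is unusual. Without 1 array, the log2 difference stayed between -1.59 and -1.22 for Cd7 and between -1.59 and -1.26 for Ltbp2. The count of calls was 795 with an intensity trend in eBayes. It was 209 when the 6640 control probe sets were added to the same genes in the fit, an alternative chosen after the data were seen.

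**Figure D1:**
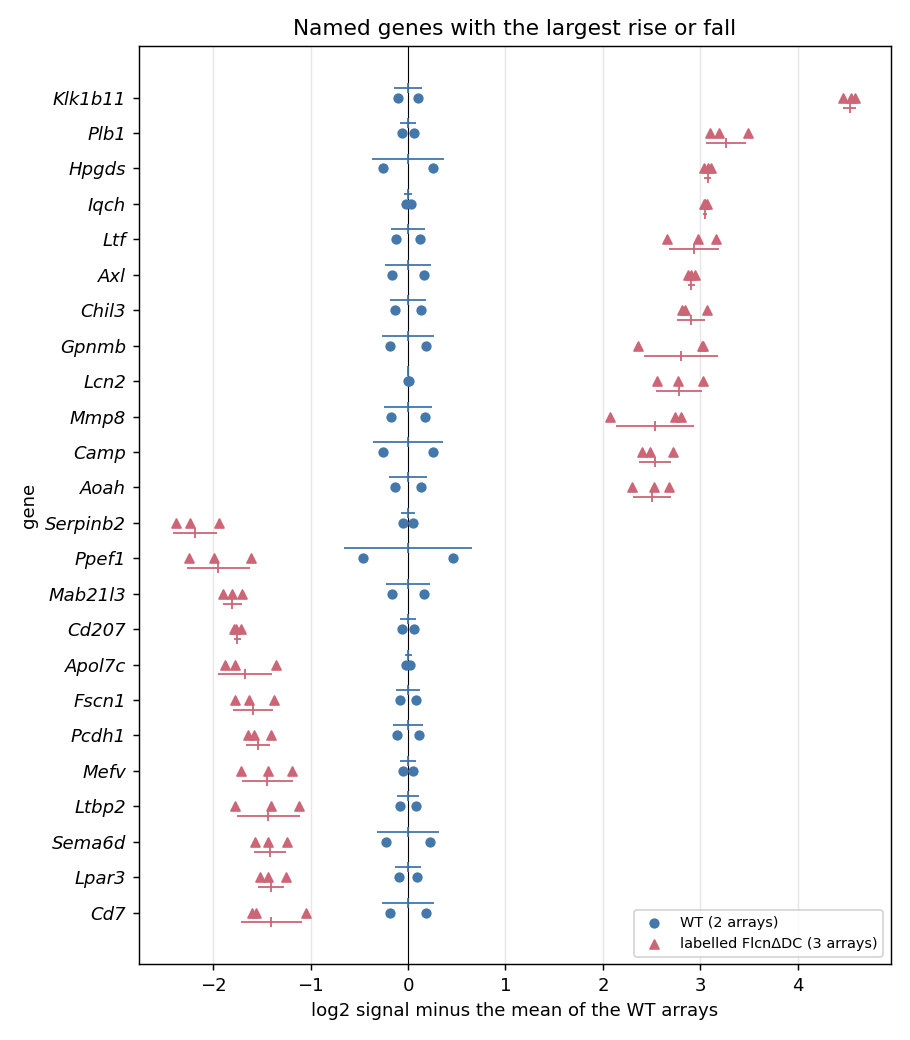
Log2 signal of the 12 genes with the largest rise and the 12 with the largest fall (y axis), drawn as the difference from the mean of the WT arrays (x axis, log2). Circles are the 2 WT arrays, triangles the 3 arrays labelled FlcnΔDC, and the bars beside them the group mean ± SD; the triangles of Klk1b11 average 4.53 above WT and those of Serpinb2 average -2.19.

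Lysosome gene lists ranked higher in the arrays labelled FlcnΔDC. Of 41 lysosomal hydrolases measured, 12 rose and 1 fell, with 28 not called (adjusted over the list alone, 17 rose and 1 fell). The largest rises were those of Acp5, the tartrate-resistant acid phosphatase, by 1.45 (SE 0.11), the proteases Lgmn by 1.34 (SE 0.10) and Tpp1 by 1.22 (SE 0.12), and Ctsl (a 2.15-fold rise). Of 33 lysosomal membrane, activator and transport proteins, 6 rose and 0 fell (adjusted over the list alone, 10 and 0), led by the chloride-proton exchanger Clcn7 with 1.36 (SE 0.12), the cholesterol transporter Npc1 with 1.24 (SE 0.14), Mfsd12 with 0.88 (SE 0.10) and Lamp1 with 0.82 (SE 0.11). Of 17 subunits of the V-ATPase, the proton pump that acidifies lysosomes, 3 rose, namely Atp6v0d2 by 1.49 (SE 0.20), Atp6v0a1 by 0.77 (SE 0.11) and Atp6v1c1 by 0.55 (SE 0.11), and adjusted over the list alone it was 12. Preranked enrichment gave each of these lists a higher rank than other genes, with adjusted p = 7.93e-06, 4.73e-06 and 1.42e-05 in that order. With an estimated correlation, camera gave adjusted p = 0.262, 0.216 and 0.262. Pooled, 75 of 91 members lay above zero with a median log2 difference of 0.25, and the preranked p was 1.78e-15. In camera with an estimated correlation the pooled p was 0.0583. Ctsl, Lamp1, Atp6v0d2 and Atp6v0a1 lost their calls without WT replicate 2, and Atp6v1c1 lost its call whichever of the 5 arrays was left out.

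A list of TFEB and TFE3 target genes also ranked higher. Of its 28 members, of which 27 are outside the lysosome lists and 1, Asah1, is also a hydrolase, 6 rose and 0 fell (7 and 0 adjusted over the list alone; preranked adjusted p = 2.36e-05). This was adjusted p = 0.203 in camera with an estimated correlation. Without Asah1, an alternative chosen after the data were seen, the preranked adjusted p was 1.36e-05, and camera with an estimated correlation again gave adjusted p = 0.203. Gpnmb led, followed by Amdhd2 with 0.92 (SE 0.10), and the GTPase genes Rragd with 0.84 (SE 0.14) and Rragc with 0.67 (SE 0.10). The FLCN partners Fnip1, with 0.81 (SE 0.14, adjusted p = 0.0185), and Fnip2, with 0.81 (SE 0.10, adjusted p = 0.00404), were both higher. Without WT replicate 2, Fnip1, Fnip2, Rragc and Rragd lost their calls, and so did Rragc and Rragd without WT replicate 1 and Rragc without FlcnΔDC replicate 2. Of 33 amino acid sensing and mTORC1 genes, 5 rose and 0 fell (6 and 2 adjusted over the list alone), but the list did not pass (preranked adjusted p = 0.0596). In camera with the preset correlation its adjusted p was 0.00593. Fnip1, Fnip2, Rragc and Rragd are members of this list and of the target list, so the counts of the lists overlap. The factors themselves were not called, with log2 differences of 0.16 (SE 0.11) for Tfeb, -0.19 (SE 0.11) for Tfe3 and -0.01 (SE 0.14) for Mitf. None of the 34 core autophagy genes was called by limma; Ulk2, at 0.27, and Sqstm1, at 0.25, had the smallest p. None of the 15 glutamine transporters was called by limma; Slc38a2 differed by -0.07 (SE 0.09, adjusted p = 0.894), Slc7a6 by -0.37 and Slc38a7 by 0.31.

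**Figure D2:**
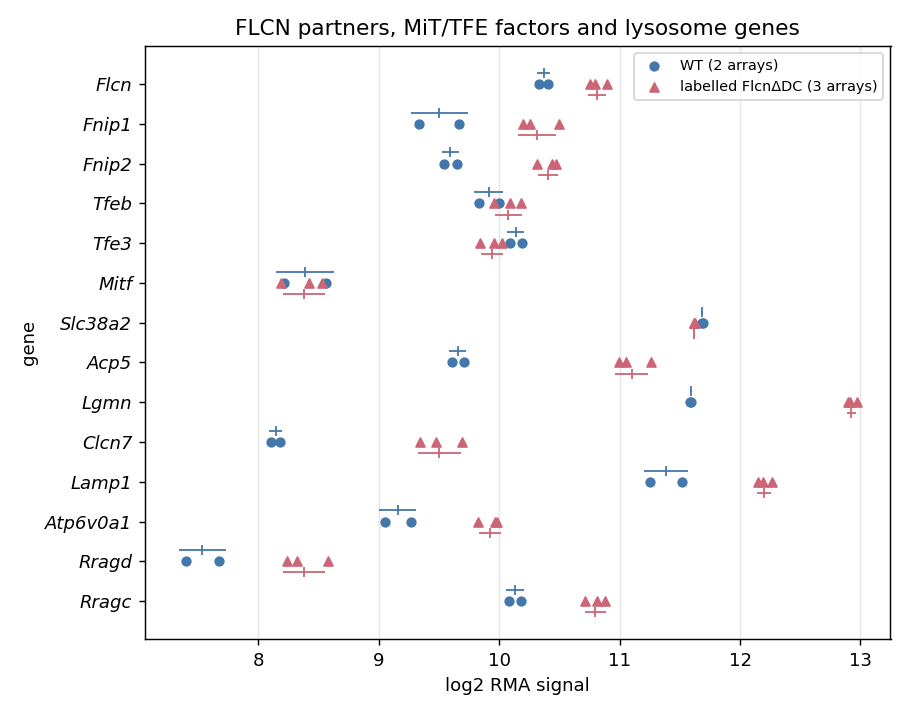
Log2 RMA signal (x axis) of Flcn, its partner genes, TFEB-family factors, Slc38a2 and lysosome genes (y axis). Circles are the 2 WT arrays, triangles the 3 arrays labelled FlcnΔDC, and the bars the group mean ± SD; Flcn averages 10.37 in WT and 10.81 in the FlcnΔDC-labelled arrays, while Tfeb, Tfe3 and Mitf differ by 0.16, -0.19 and -0.01.

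Lists of dendritic cell maturation and chemokine genes ranked lower. Of 21 costimulation and maturation genes, 6 fell and 0 rose (10 and 0 adjusted over the list alone; median log2 difference -0.32; preranked adjusted p = 4.73e-06). The call was lost with an estimated correlation (adjusted p = 0.170). Besides Apol7c and Fscn1, Socs2 fell by 0.79 (SE 0.10) and the NF-kB subunit gene Relb by 0.59 (SE 0.10). Of 22 chemokine and chemokine receptor genes, 5 fell and 0 rose (6 and 1 adjusted over the list alone; preranked adjusted p = 0.00250). This list had adjusted p = 0.203 in camera with an estimated correlation. Those that fell were Ccl22 by 1.08 (SE 0.10), Cxcl9 by 0.66 (SE 0.13), Ccr9 by 0.65 (SE 0.12), Ccl5 by 0.65 (SE 0.10), and Ccr7, the receptor that guides mature dendritic cells to lymph nodes, by 0.58 (named outside the rule, to complete the count). Ccr7 is also a member of the maturation list, so it counts in both. Cxcl9 lost its call whichever array was left out, Ccr9 without either WT array or without FlcnΔDC replicate 2 or 3, and Ccl5 and Relb without either WT array or without FlcnΔDC replicate 2. Immediate early genes, which respond to cell handling, had a median log2 difference of -0.16 and ranked lower as a list (preranked adjusted p = 0.00406), although limma called none of the 23 members. This was adjusted p = 0.754 in camera with an estimated correlation.

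Other immune lists moved little or in both directions. Of 31 pattern recognition and NF-kB genes, Tlr7 rose by 1.44 (SE 0.23) and Nfkbiz fell by 0.55 (SE 0.11) (4 rose and 1 fell adjusted over the list alone). Of 22 interferon-stimulated genes, Mx1 fell by 0.75 (SE 0.11) and Gbp2 by 0.65 (SE 0.10). Adjusted over that list alone, 3 rose and 3 fell, and 14 members lay above zero, with a median log2 difference of 0.07. Neither list passed (preranked adjusted p = 0.208 and 0.480). Of 21 genes of MHC class I presentation and cross-presentation, Cybb, a subunit of the phagocyte oxidase, rose by 1.30 (SE 0.18) and the list did not pass (preranked adjusted p = 0.0987). Limma called none of the 10 MHC class II presentation genes, where H2-Ob differed by -0.09 and Ifi30 by 0.08. Tlr7, Nfkbiz, Mx1, Gbp2 and Cybb lost their calls when either WT array was left out, and Nfkbiz also without FlcnΔDC replicate 2 or 3.

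Among metabolic and ribosomal lists, lipid handling ranked higher and cytosolic ribosomal proteins lower in preranked enrichment. Of 21 genes of lipid handling and PPAR or LXR targets, 5 rose and 0 fell (8 and 1 adjusted over the list alone; preranked adjusted p = 4.12e-05), led by the apolipoprotein Apoe with 2.21 (SE 0.12), Fabp5 with 1.80 (SE 0.14), the desaturase Scd1 with 1.30 (SE 0.17) and Fabp4 with 1.28 (SE 0.13). The call was lost with an estimated correlation (adjusted p = 0.170). Cytosolic ribosomal protein genes ranked lower as a list (preranked adjusted p = 0.00772) with a median log2 difference of -0.06 and 0 of 55 called by limma. Camera gave adjusted p = 0.775 with an estimated correlation. Of 20 integrated stress response genes, Phgdh, the first enzyme of serine synthesis, rose by 0.93 (SE 0.12). Scd1 lost its call without WT replicate 2, and Phgdh without WT replicate 1. Limma called no gene of oxidative phosphorylation, cholesterol biosynthesis, glycolysis or the cell cycle, and none of these lists passed (preranked adjusted p = 1.00, 0.114, 0.706 and 0.0987). In camera with the preset correlation the cell cycle list had adjusted p = 0.0302. The cholesterol biosynthesis list passed in 4 of 19 settings, the main one included.

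Markers of other cell types moved with the labels as well. Of 10 neutrophil markers 8 rose and 0 fell (9 and 0 adjusted over the list alone), with a median log2 difference of 2.09 (preranked adjusted p = 3.25e-07). This was adjusted p = 0.170 in camera with an estimated correlation. Ltf rose by 2.93 (SE 0.16), Mmp8 by 2.54 (SE 0.21), Camp by 2.53 (SE 0.16) and S100a8 by 2.35 (SE 0.15), whereas the receptor genes Csf3r and Cxcr2, chosen after their values were seen, were not called, with 0.40 and 0.01. Of 12 cDC2 markers 3 rose (preranked adjusted p = 0.00406), namely Clec4a2 by 1.88 (SE 0.14), Cd209a by 1.33 (SE 0.12) and Itgam by 0.76 (SE 0.11), and of 9 monocyte markers Chil3 and Ly6c2 rose (preranked adjusted p = 0.00354). With an estimated correlation the adjusted p was 0.216 for cDC2 and 0.208 for monocyte markers. Of the cDC2 markers 6 lay above zero, with a median log2 difference of 0.06 (4 rose and 1 fell adjusted over the list alone), and of the monocyte markers also 6, with a median of 0.18 (3 and 0). Cd4 rose by 2.11 (SE 0.12) and Cd5 fell by 0.71 (SE 0.12) among 9 T cell markers, whose median log2 difference was -0.16. The sort left out TCRβ-positive cells, so the rise of Cd4 was not assigned to T cells. Siglech rose by 1.39 (SE 0.16) and Ccr9 fell by 0.65 (SE 0.12) among 9 plasmacytoid DC markers. Mertk rose by 0.91 (SE 0.16) among 13 macrophage markers. The T cell, plasmacytoid DC and macrophage lists did not pass (preranked adjusted p = 0.448, 0.480 and 0.480). None of the 16 cDC1 markers was called by limma, and their median log2 difference was -0.01 (preranked adjusted p = 0.713). Gcsam, at -0.35, and Itgae, at 0.58, had the smallest p. The mixed form of fry, which asks whether members change in either direction, gave this list adjusted p = 0.000188. The list is therefore not shown to be unchanged. The same holds for several other lists that did not pass preranked enrichment. The mixed form gave adjusted p = 0.0138 for glycolysis, 0.0225 for the cell cycle, 0.0486 for glutamine transporters and 0.000506 for interferon-stimulated genes. For MHC class I presentation it gave 0.00476. Others, such as oxidative phosphorylation (0.565) and MHC class II presentation (0.455), did not pass it. Limma called no B cell, NK cell, red cell precursor, platelet or sex-linked marker, and these lists did not pass (preranked adjusted p = 0.480, 0.279, 0.168, 0.196 and 0.825). The red cell precursor list had adjusted p = 0.0436 in camera with the preset correlation and 0.0225 in fry. Itgam, Ly6c2 and Cd5 lost their calls when either WT array was left out, Mertk without WT replicate 1, and Cd5 and Mertk without FlcnΔDC replicate 2 or 3. These markers changed in the same arrays as the lysosome, lipid and maturation genes above.

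**Figure D3:**
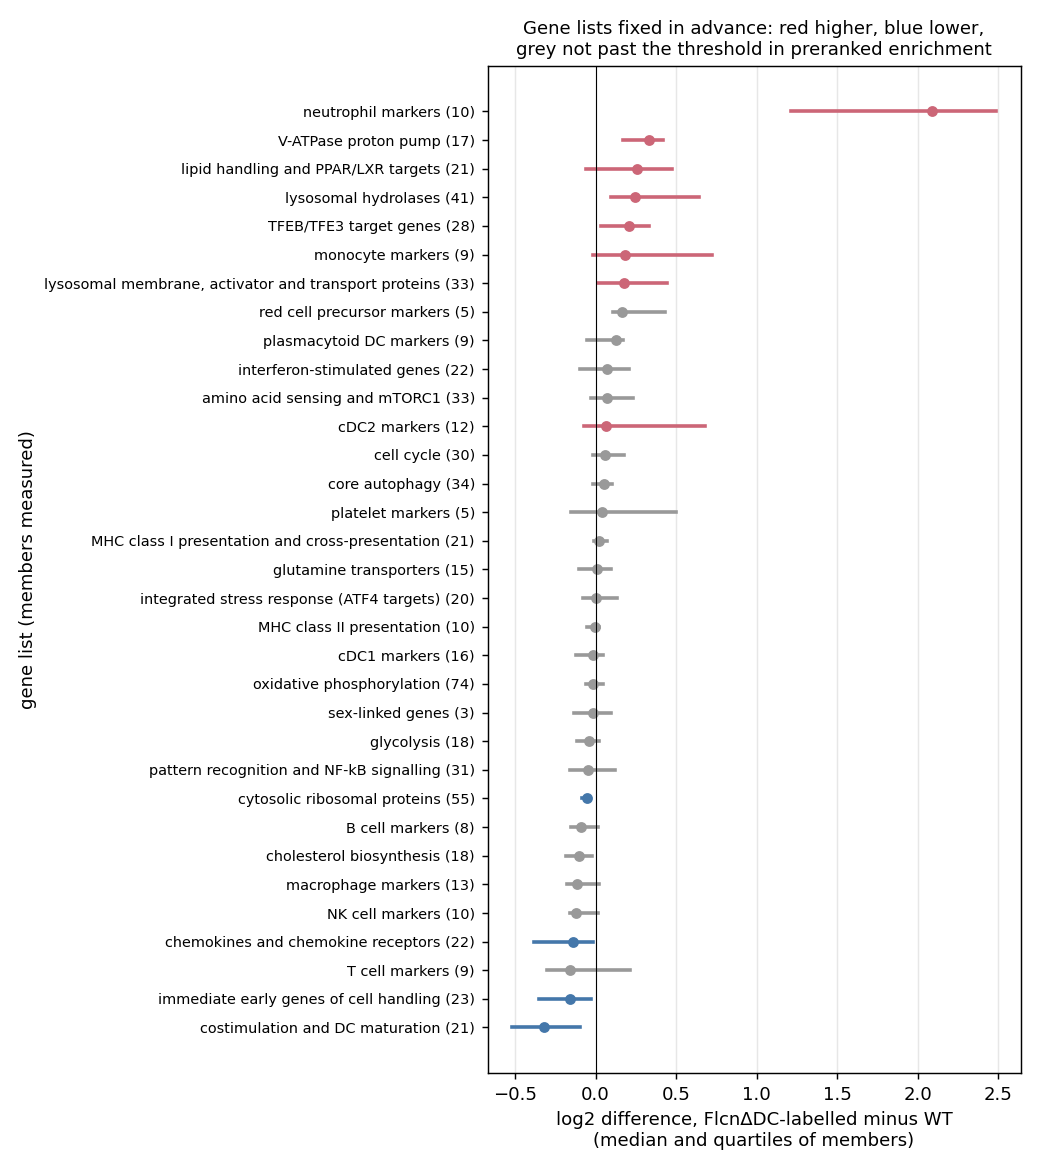
Median (points) and quartiles (lines) of the log2 differences of each list's members (x axis, FlcnΔDC-labelled minus WT) for the 33 gene lists (y axis, members measured in parentheses). Red lists were higher and blue lists lower in preranked enrichment, and grey lists did not pass; the neutrophil markers have the highest median at 2.09 and the costimulation and maturation genes the lowest at -0.32.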

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

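The tests in this part were chosen after the results were seen, except those of the immediate early, pooled lysosome and maturation lists that were fixed beforehand. Signals outside the compared genes also differed between the groups. In a limma fit of all probe sets, 43 of 2615 unnamed gene probe sets passed the threshold, 34 of them higher in the arrays labelled FlcnΔDC. In the same fit 23 of 5222 control probe sets whose names mark them as neg passed, or 0.440%, as did 7 of 1324 marked pos, against 1.14% of the 19572 named gene probe sets. What the neg probe sets target is not given in the sources used here, and their mean signals reach 13.67, so they cannot be taken as probes without a transcript. The share of false calls was not estimated from them. All 8 spike-in probe sets averaged higher in the arrays labelled FlcnΔDC, with a median log2 difference of 0.36 for the 4 poly-A and 0.22 for the 4 hybridisation controls, and 0 passed the threshold (largest difference 0.69, unadjusted p = 0.00672, adjusted p = 0.220). FlcnΔDC replicate 3 read highest for each of them. For the poly-A control thr, FlcnΔDC replicates 1 and 2 read 7.75 and 7.72 against a WT mean of 7.76, and for lys 4.76 and 5.03 against 4.97.

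Neutrophil granule genes were higher in all 3 arrays labelled FlcnΔDC. The sort required CD11c and CD8α, which would remove most granulocytes, but CD24, which it also required, is carried by neutrophils too. Among 5 dim members of a hand-written list of mature neutrophil genes the median log2 difference was 0.21, and among 14 dim members of a list of granulocyte precursor genes it was 0.52. Of these dim members, which had a WT mean under 8, 0 of 5 and 6 of 14 were called higher. A first bound, under which an upper quartile below 1 would exclude such cells, was met by both lists, but it was set aside after the result, since some listed genes are not abundant and 3 of 21 (with 1 lower) and 8 of 24 (with 0 lower) members were called higher, against 1.53% of all genes (Fisher's exact p = 0.00383 and 1.61e-09). Both lists were chosen after the granule genes were seen, and Fisher's test treats genes that move together as independent. These p-values can therefore overstate the support for such cells. The mature neutrophil genes called higher were Trem1, Clec4e and Wfdc21, with WT means of 8.08, 8.28 and 8.73, so none was a dim member. The support for mature neutrophils thus rests on genes that the limit of 8 left out. Granulocytes, in particular precursors with Mpo (1.87), Elane (1.54) and Hp (1.61), chosen after their values were seen, therefore remain a possible source, as does a change within the cDC1s, which was not tested.

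The Flcn signal was higher, not lower, in the arrays labelled FlcnΔDC. Since its 1 probe set has no stated positions, a probe set outside the deleted part of the gene cannot be told apart from other causes here. The study measured Flcn mRNA by real-time PCR and FLCN protein by immunoblot in cDC1s of WT and FlcnΔDC mice, and treated the cells as FLCN-deficient. Those assays do not show which part of the transcript this probe set reads. An exchange of the labels of the whole groups would also give a higher Flcn signal. It would leave the lysosome genes, with a pooled median log2 difference of 0.25, lower in the FLCN-deficient cells. More LAMP1 and Lysotracker staining and more cathepsin D, which the study described in FLCN-deficient cDC1s, speak against an exchange. An exchange is not excluded, since those assays checked no array label. In camera with an estimated correlation the pooled lists did not pass (p = 0.0583). An exchange would reverse the sign of every difference and leave this p as it is, so this p cannot decide the question. Limma called 21 of the 91 pooled members higher and 1 lower, the direction those assays would give with the labels as they stand. A candidate explanation is that transcription of Flcn rose together with Fnip1, Fnip2, Rragc and Rragd, of which 4 of 4 were called higher, but this idea came from the same values and stays open.

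Dendritic cell maturation genes ranked lower in preranked enrichment, a call that was lost in camera with an estimated correlation (adjusted p = 0.170). A further hand-written list of 28 measured genes of mature dendritic cells, of which 4 fell and 1 rose, had a median log2 difference of -0.22, with quartiles of -0.35 and -0.01. In single cells from tumours, the study reported lower DC activation scores in FLCN-deficient cDC1s, but those data were not used here and are not from spleen. In these arrays, a smaller share of mature cells in the sort and lower expression within cells would both give the lower ranks. They cannot be told apart without single cells. Handling of the cells may contribute, since immediate early genes ranked lower. The median signal of that list was 11.29 and 11.67 in the WT arrays. It was 10.83, 10.91 and 11.57 in FlcnΔDC replicates 1, 2 and 3, so replicate 3 lay within the WT range. The list had adjusted p = 0.754 in camera with an estimated correlation, over a range of 4.59e-06 to 0.754 across alternatives, which decides nothing.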

How the results depend on the processing

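The fits of all probe sets, of all gene probe sets, with controls added and without predicted genes, and the TFEB and TFE3 list without Asah1, were chosen after the data were seen; the other alternatives were fixed before. The cause of each shift below was not tested unless one is given. The count of called genes stayed within 1.5 times of 405 under median centring, cyclic loess, quantile normalisation, robust eBayes, array weights and the mean of probe sets, and with 30% of genes left out, all gene probe sets or no predicted genes. An intensity trend in eBayes gave 795 genes (538 higher, 257 lower), and adding the control probe sets alone to the tested genes gave 209 (162 higher, 47 lower). A fit of all probe sets, controls, unnamed and unmapped ones included, called 224 of the 19572 named probe sets (174 higher, 50 lower), which counts probe sets and not genes. A minimum log2 difference of 1 left 139 (111 higher, 28 lower) by construction, and an adjusted p under 0.1 gave 169 lower genes. Leaving out 1 array gave 156 to 371 genes (120 to 255 higher, 36 to 116 lower), with 191 without WT replicate 1 and 156 without WT replicate 2, where the lone WT array is assumed to vary like the FlcnΔDC arrays. The lower genes numbered 59 without FlcnΔDC replicate 2 and 66 without FlcnΔDC replicate 3. Of the 24 genes with the largest changes, 23 or 24 stayed called in the same direction when an array was left out. Of the single named genes, 2, 9 and 6 were no longer called without FlcnΔDC replicates 1, 2 and 3, and 4 with the replicate block. More lost their calls without either WT array, where the power is lower.

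The Flcn difference of 0.44 passed the threshold with the lowest 30% of genes left out (adjusted p = 0.0396), with an intensity trend (0.00385) and at an adjusted p under 0.1; over all alternatives its adjusted p ran from 0.00385 to 0.454, and it was higher in each. The pooled lysosome lists stayed past the threshold in every alternative that enters their test except camera with an estimated correlation (p = 0.0583; estimated correlation 0.24), and without 1 array the preranked p ran from 7.67e-18 to 1.46e-13. Of the 33 lists, 12 passed in the preranked test, 8 to 14 when an array was left out, 15 with camera's preset correlation, 11 with fry and 0 with an estimated correlation, which is itself poorly known from 3 residual degrees of freedom.

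Groups share the replicate numbers 1 and 2, which make 2 pairs and so do not pair the samples. Deviations of same-numbered arrays from their group means correlated across genes with r = 0.12 and 0.10. The deviations of the 2 WT arrays are mirror images, so these 2 values are not independent evidence of a replicate effect. WT replicate 2 and FlcnΔDC replicate 3, which differ in number, gave r = 0.05. With the replicate block, 365 genes and 13 lists were called, and Flcn differed by 0.47 (adjusted p = 0.114). The third FlcnΔDC array is alone in its block and so adds nothing to the estimate, which equals that without this array. The block also changed the sign of the enrichment scores of the glutamine transporters (0.755), interferon-stimulated genes (1.05) and cDC1 markers (-0.731).

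Changes of sign otherwise fell on Mitf (3.80e-04 under cyclic loess, and -0.18 to 0.16 without 1 array) and on lists that were not called. With array weights the score of MHC class II genes was -0.786 and of glycolysis -0.853. Ranking by moderated t gave -0.898 for cDC1 and 0.969 for plasmacytoid DC markers. Opposite directions came with the preset correlation (adjusted p = 0.903 for MHC class II, 0.529 for interferon-stimulated genes and for plasmacytoid DC markers, 0.883 for glycolysis, 0.771 for cDC1 and 0.595 for T cell markers), with the estimated correlation (0.967 for MHC class II and glycolysis, 0.775, 0.774, 0.877 and 0.838 for the interferon, plasmacytoid DC, cDC1 and T cell lists) and with fry (0.748, 0.968, 0.968, 0.573 and 0.381 for MHC class II, interferon, glycolysis, cDC1 and plasmacytoid DC). Without 1 array, scores ran from -0.974 to 0.886 for MHC class II, -0.547 to 1.38 for autophagy, -1.13 to 1.06 for interferon-stimulated genes, -1.11 to 1.17 for glycolysis, -0.891 to 1.39 for the stress response, -0.913 to 0.484 for sex-linked genes, -0.768 to 1.06 for cDC1 markers, -1.46 to 1.09 for oxidative phosphorylation and -0.976 to 0.755 for glutamine transporters.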

Other observations

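Genes called by limma lay next to each other more often than chance placement gives; the tests in this part were chosen after the pattern was seen. Along the chromosomes of the RefSeq table of GRCm38.p6, 30 pairs of neighbouring tested genes were called in the same direction, against 5.08 on average and at most 16 in 10000 shuffles of the calls (permutation p = 0.0001, the smallest the shuffles can give). Many pairs are copies of 1 gene family that may share probes, such as predicted genes on chromosome 14 and Klk1b genes on chromosome 7. With pairs of the same name stem left out, 11 pairs remained (permutation p = 0.00430). The shuffles gave 4.28 on average, a middle 95% of 1 to 9 and a maximum of 14. An excess thus remained outside the pairs of the same stem. Shared family sequence is still not excluded as the main source of the 30 pairs. The name stem is a rough guide, since Ms4a7 and Ms4a4c counted as different.

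Of the pairs with different stems, Iqch, Aagab and Smad3 formed the one run of 3 neighbours, on chromosome 9, with log2 differences of 3.05, 0.79 and 1.08. Gpr162 and Cd4 were neighbours on chromosome 6 and rose by 1.15 and 2.11, and Atp6v0a1 and the lysosomal hydrolase gene Naglu were neighbours on chromosome 11 and rose by 0.77 and 0.65. These genes were picked after their values were seen, and none of the runs was tested on its own.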
